A study of Oryza sativa with 36 samples.

How the data were processed

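RNA was measured by sequencing in roots and shoots of Nipponbare rice seedlings, in 36 libraries. The labels give 12 groups of 3 plants each, made of both tissues under 6 treatments: a normal condition, salt, bacteria I, bacteria II, and salt with either bacterium. Seedlings 5 days old were moved to nutrient solution with 0 or 100 mM NaCl and harvested after 24 h at an age of 6 days, per the labels' protocols. The labels' protocols name the strains AK164 and AK171 and describe a strand-specific library preparation, but they do not say which strain is bacteria I and which is bacteria II. The names bacteria I and bacteria II are therefore kept throughout.

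The deposited table lists 33378 transcript models of 31913 loci, under RAP identifiers, with one column per library. Per the file headers the columns were made from one alignment file per library. The aligner, the counting tool, the genome build and the filters are not stated in the labels or the headers. The deposited values are on a log2 scale. From the values, each is the log2 of a read count divided by a size factor per library, with a pseudocount of 1. Whole reads were obtained for 100% of the values, and the size factor of all 36 libraries equals the median-of-ratios factor computed from those reads over all libraries together. Normalized read counts below are reads divided by that factor. Roots and shoots were thus scaled together by the authors' deposited values.

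Total reads on listed transcripts ranged from 44520176 to 98780662 in roots and from 23579716 to 39639168 in shoots. Counting error is small for abundant transcripts. Groups whose libraries all hold 3 reads or fewer give only a lower bound of a fold change. It is the mean of the other group divided by a floor of 3 reads. The bound is therefore one of the group mean, and single libraries can lie below it. Reads were not corrected for amplified copies, so such a floor covers counting error only. Replicates were compared before averaging, and no pair of libraries matched within sampling noise.

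The design fixed before the data were examined foresaw raw counts or normalized values, and its test for normalized values was used. Comparisons were fitted with limma 3.58.1 in R 4.3.3 on the deposited log2 values (lmFit, contrasts.fit and eBayes with a trend of the spread over mean level). One coefficient was fitted per group, with 18 libraries of a tissue in one fit and 36 libraries for the comparisons of the tissues. Transcripts with a mean normalized count of at least 10 over the fitted libraries were tested, which left 24082 in roots, 24634 in shoots and 25335 over both tissues. All tests were two-sided. P-values were adjusted with the Benjamini-Hochberg method within each comparison, and a transcript counted as called at an adjusted p under 0.05. The 24 comparisons cover 9 pairs of treatments and a salt by bacteria interaction for each bacterium in each tissue, a salt by tissue interaction, and shoots against roots under the normal condition. Changes are on the log2(value + 1) scale, which understates the change of transcripts with few reads. Standard errors (SE) are those of limma, and means are given with the standard deviation (SD) of 3 plants.

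The model was tested on simulated data made from the real means and spreads, with 200 transcripts changed. The spread of the shoots was taken without the library of bacteria I replicate 1, which the reported shoot fits keep. That library widened their spread, so the shoot recoveries below may overstate what those fits can find. At a log2 change of 2, 67% of the changed transcripts were recovered in roots and 74.5% in shoots. At a log2 change of 1, 16% and 25.5% were recovered. False calls made up 3.03% to 8.93% of the calls.

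Named transcripts were chosen by a rule fixed before the data were examined: among called transcripts whose replicates did not overlap between groups, the largest rises and falls, up to 2 each for salt against normal and 1 each for other comparisons. Not every transcript the rule chose is printed. The name table used (assembly ASM3414082v1) matched 0 of the listed loci, so transcripts are given by their identifiers alone, and no coordinates are printed. For the same reason the planned tests of gene families and of a list of 30 salt genes were not run.

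Alternatives fixed before the data were examined were other pseudocounts (0.1 and 5), other filters, other scalings, a fit of only the groups compared, no trend, a minimum log2 change of 1, a replicate block and leaving out each replicate. Alternatives added after the data were seen were voom on the recovered reads, leaving out libraries of other groups, and the share of reads in the 100 most abundant transcripts as a covariate. Figures were drawn with matplotlib 3.10.9. Correlations between effects that share control libraries were set against 100 simulations with no bacterial effect. The salt score of a library, used in the closing section, is the mean log2 value of transcripts called in the salt comparison with the other bacterium, signed by their direction there and set to 0 at the mean of the normal group.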

Results

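The transcriptomes of roots and shoots of Nipponbare rice, a japonica cultivar, were measured by RNA sequencing to examine seedlings colonized by bacterial endophytes with and without salt. Endophytes are microbes that live inside plant tissue. The series concerns mangrove endophytes and the salt tolerance of rice. The 36 libraries comprised 18 root and 18 shoot libraries, with 3 plants in each of 12 groups. Plants received no treatment (normal), 100 mM NaCl for 24 h (salt), bacteria I, bacteria II, or salt with one of the bacteria. Root libraries held between 44520176 and 98780662 reads. Shoot libraries held between 23579716 and 39639168 reads. The deepest root library was replicate 1 of salt with bacteria II, and the other 17 root libraries held at most 61359324 reads.

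Replicate libraries of one group had Spearman correlations across transcripts of at least 0.932 in 11 of the groups. In the shoot group of bacteria I the 3 correlations ranged from 0.743 to 0.97, because replicate 1 differed from both others. In that library 12500 transcripts were at 0, against 4351 to 7835 in the other 35 libraries, although its total of 28383853 reads lay within the range of the shoots. The first principal component of the shoots held 51.3% of the variance and separated this library from the other 17. The library stayed in all shoot comparisons as designed, where it widened the shared estimate of the spread, and the counts of calls in shoots are also given without it.

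**Figure D1:**
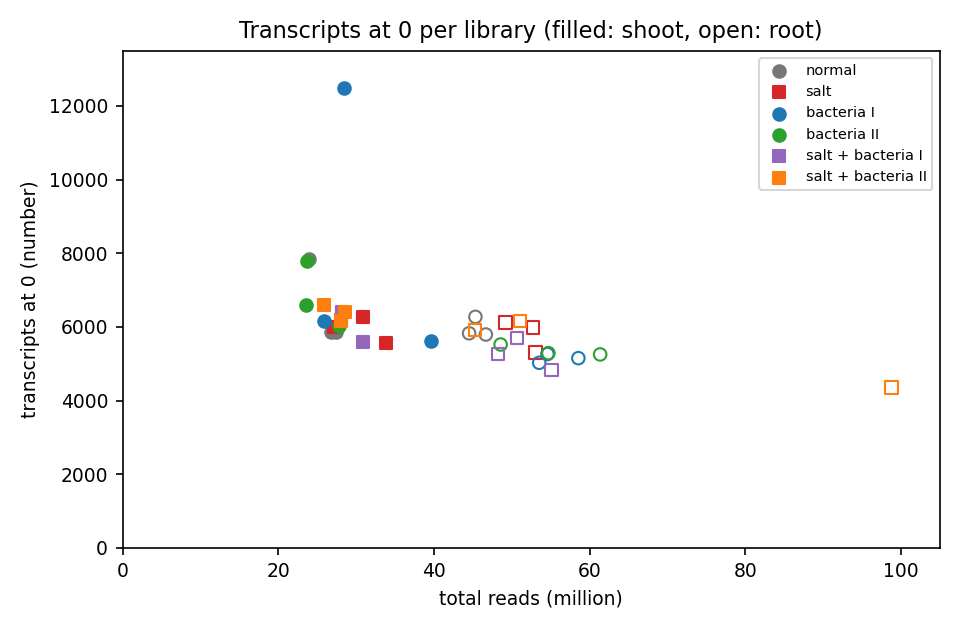
Transcripts at 0 (number) against total reads for each of the 36 libraries, filled for shoots and open for roots, coloured by treatment. The shoot library of bacteria I replicate 1 sits at 12500 transcripts and the others between 4351 and 7835.

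**Figure D2:**
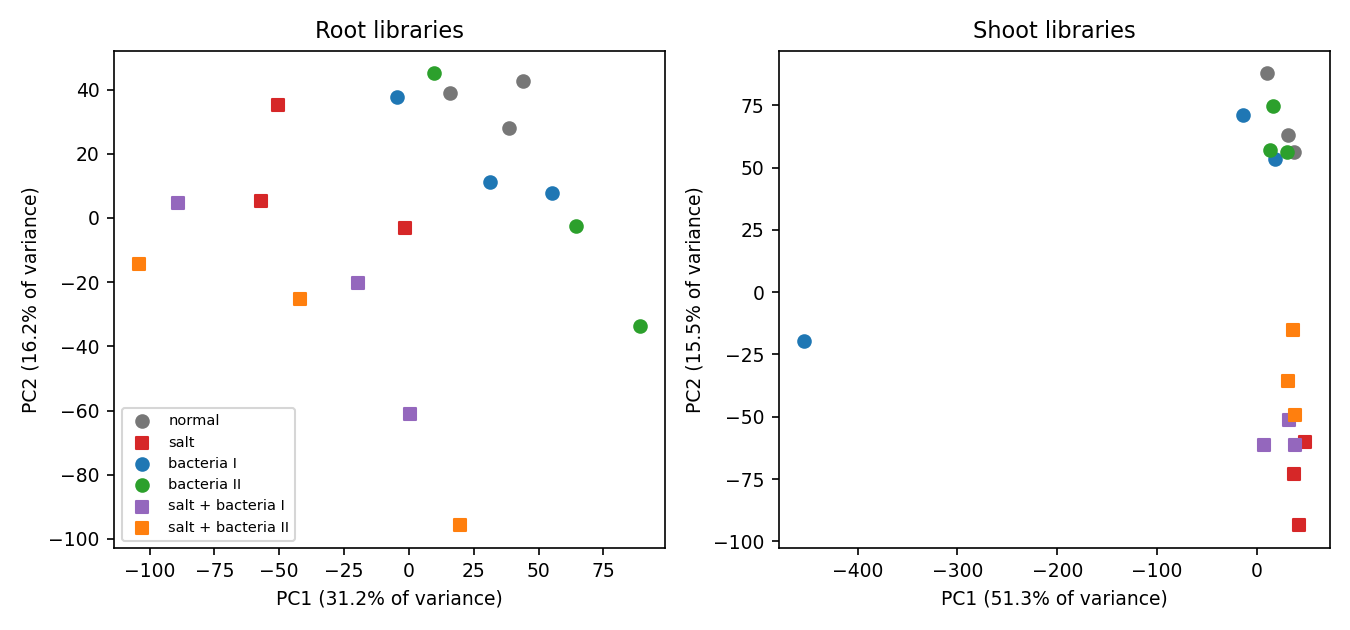
First and second principal components of the log2 values in roots (31.2% and 16.2% of the variance) and in shoots (51.3% and 15.5%), one point per library, coloured by treatment. One shoot library of bacteria I lies apart from the other 17 on the first component.

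The response to salt was compared first in plants without bacteria. In roots, 466 of 24082 transcripts were called, 257 higher and 209 lower with salt. The count moved most, as a ratio, without salt replicate 3, where it fell to 112. With the share of reads in the 100 most abundant transcripts as a covariate 1920 transcripts were called, among them all 466. In shoots, 1054 of 24634 transcripts were called, 624 higher and 430 lower. Without the shoot library of bacteria I replicate 1 the count was 3409, of which 1642 were higher and 1767 lower, and it included all 1054. With the covariate it was 591, 487 higher and 104 lower, of which 414 were among the 1054. In shoots the share ran from 17.2% to 21.8% in libraries with salt and from 22.5% to 29.3% in those without. The covariate therefore goes with salt in shoots, and this fit cannot separate it from salt.

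Among root transcripts, Os11t0514700-00 rose from 0 reads in all normal libraries to a normalized count of 107 ± 102 (SD, n = 3) under salt, at least 44.4-fold higher (limma adjusted p = 0.011). Os06t0281800-01 likewise rose from 0 reads to 78.8 ± 89.3 (SD, n = 3), at least 32.6-fold higher (limma adjusted p = 0.00925). Without salt replicate 3 these bounds were 22.3-fold and 11.6-fold, so their size rests on that library. In salt replicate 2 the normalized counts were 11.2 and 11.9, below the group means. Os09t0348600-00 fell from 128 ± 114 (SD, n = 3) to 0 reads, at least 59.5-fold lower (limma adjusted p = 0.00132), and 29.3-fold without normal replicate 1. Os08t0537200-01 changed by -4.51 on the log2 scale (SE 0.77), from 41.1 ± 7.6 to 1.7 ± 2.95 (SD, n = 3; limma adjusted p = 0.00723).

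In shoots, Os11t0181200-01 rose from 0 reads in all normal libraries to 1770 ± 1090 (SD, n = 3), at least 365-fold higher (limma adjusted p = 0.000449), and 238-fold without salt replicate 3. Os02t0649300-01 rose by 9.65 on the log2 scale (SE 1.28), from 14.9 ± 13.2 to 6900 ± 2900 normalized counts (SD, n = 3; limma adjusted p = 0.000335). Os01t0117300-00 fell from 91 ± 46.7 (SD, n = 3) to 0 reads, at least 24.9-fold lower (limma adjusted p = 0.00063). Os04t0468000-01 changed by -6.02 (SE 0.71), from 1230 ± 362 to 20.9 ± 14.4 (SD, n = 3; limma adjusted p = 0.000111).

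Salt was next compared among plants that carried bacteria. In roots, 366 transcripts were called between salt with bacteria I and bacteria I alone, 203 higher and 163 lower. Between salt with bacteria II and bacteria II alone, 1924 were called, 1260 higher and 664 lower. That count was 155 when only the 6 libraries compared were fitted, and 500 without bacteria II replicate 2. It was 3531 without replicate 1 of salt with bacteria II. Quantile normalization moved the share of higher calls from 65.5% to 54.6%. With the covariate 2963 were called, 1442 higher and 1521 lower, of which 1306 were among the 1924, so the excess of higher calls was absent in that fit. Of the 466 transcripts called without bacteria, 159 were also called with bacteria I, all in the same direction, against 7.08 by chance. With bacteria II 203 were shared, 202 of them in the same direction, against 37.2 by chance. Os05t0382200-00 rose by 5.4 (SE 0.57) with salt in roots with bacteria I, from 34.5 ± 21.5 to 1290 ± 180 normalized counts (SD, n = 3; limma adjusted p = 0.000105). With bacteria II, Os01t0216000-01 changed by -6.01 (SE 0.71), from 766 ± 159 to 19.7 ± 26 (SD, n = 3; limma adjusted p = 0.000304).

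In shoots, 1198 transcripts were called between salt with bacteria I and bacteria I alone, 537 higher and 661 lower. The count was 1825 without the deviating replicate 1, 8649 without replicate 2 of bacteria I, and 2 when only the 6 libraries compared were fitted. It was 439 without replicate 1 of salt with bacteria I. It therefore depends on single libraries of both groups. Between salt with bacteria II and bacteria II alone 269 were called, 78 higher and 191 lower, and 1670 without the deviating library. With the covariate 71 were called for bacteria I, 62 higher and 9 lower, and 42 for bacteria II, 21 higher and 21 lower. As said above, that fit cannot separate the covariate from salt in shoots. Of the 1054 transcripts called without bacteria, 581 were shared with bacteria I and 192 with bacteria II, all in the same direction, against 51.3 and 11.5 by chance. Os04t0468000-01 also fell with salt in shoots with bacteria II, by 6.1 on the log2 scale (SE 0.71), from 1050 ± 178 to 17.4 ± 14.4 (SD, n = 3; limma adjusted p = 0.00106).

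**Figure D3:**
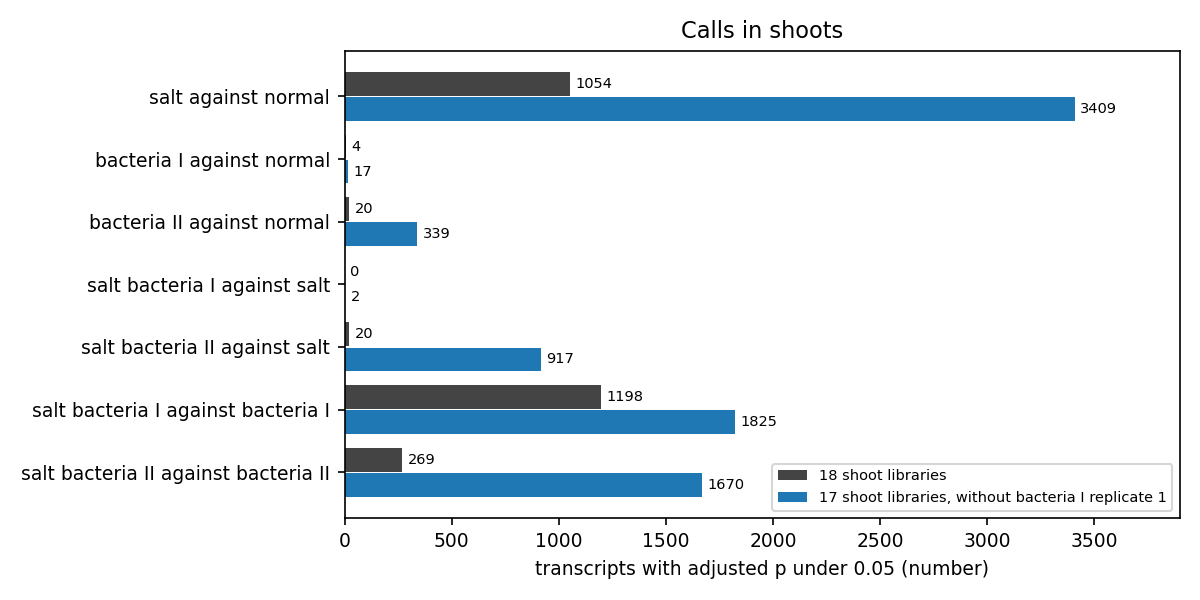
Number of transcripts with a limma adjusted p under 0.05 in 7 shoot comparisons, from all 18 shoot libraries and from 17 without bacteria I replicate 1. The count for salt against normal was 1054 with the library and 3409 without it.

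Effects of the bacteria without salt were smaller in number. In roots, bacteria I against normal gave 1 call. Os04t0521100-01 changed by -1.65 (SE 0.23), from 14100 ± 809 to 4550 ± 898 normalized counts (SD, n = 3; limma adjusted p = 0.0413). It was no longer called in 5 of 12 alternatives and in 12 of 18 fits that left out 1 library, where its adjusted p reached 0.244. Bacteria II against normal gave 14 calls, 6 higher and 8 lower, and Os08t0514300-00 rose by 3.65 (SE 0.55; limma adjusted p = 0.0156). With the share of the 100 most abundant transcripts as a covariate these counts were 164 and 385. In shoots, bacteria I gave 4 calls, all higher, and 17 without its replicate 1. Leaving out replicate 2 of bacteria I in place of replicate 1 gave 9703. Bacteria II gave 20 calls, 13 higher and 7 lower, and 339 without the deviating library. Os01t0971800-01 was higher in shoots with either bacterium. Its normalized count was 85 ± 43.3 under the normal condition, 587 ± 284 with bacteria I (log2 change 2.79, SE 0.39, limma adjusted p = 0.0125) and 1650 ± 71.5 with bacteria II (4.39, SE 0.39, limma adjusted p = 2.77e-05; SD, n = 3 each). The call with bacteria I was lost in 3 of 12 alternatives and in 2 of 18 fits that left out 1 library. Its limma adjusted p reached 0.581 there. The call with bacteria II was kept in all of them.

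Under salt, bacteria I changed 2 root transcripts, both lower. These were Os01t0101900-00 (log2 change -2.29, SE 0.35, limma adjusted p = 0.0495) and Os09t0454500-01 (-2.2, SE 0.31, limma adjusted p = 0.0331), the latter named after its values were seen. Neither was called when only the groups compared were fitted, and Os01t0101900-00 was lost in 6 of 12 alternatives and in 15 of 18 fits that left out 1 library. In shoots, salt with bacteria I against salt gave 0 calls, with 539 transcripts at an unadjusted p under 0.05, and 2 calls without the deviating library. Bacteria II under salt, against salt alone, gave 11 calls in roots, 4 higher and 7 lower, and 967 with the covariate. In shoots it gave 20 calls, 1 higher and 19 lower, and 917 without the deviating library, 241 higher and 676 lower. The 1 that rose, Os12t0493900-01, went from 1040 ± 51.3 to 6610 ± 207 normalized counts (SD, n = 3; log2 change 2.67, SE 0.27, limma adjusted p = 0.000796). Os03t0828300-01 changed by -2.6 (SE 0.43; limma adjusted p = 0.0384). This call was lost in 1 of 12 alternatives and in 12 of 18 fits that left out 1 library, with a limma adjusted p of up to 0.36.

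Both bacteria were compared directly. No transcript was called in roots without salt (0 calls, 572 at an unadjusted p under 0.05) or with salt (0 calls, 345 unadjusted). In shoots the counts were also 0, with 4900 unadjusted without salt and 541 with salt. Without the deviating library both shoot counts were again 0. Without replicate 2 of bacteria I the comparison in shoots without salt gave 7990 calls. The effects of both bacteria share their control libraries. Across root transcripts, which are not independent replicates, their correlation was 0.677 without salt and 0.775 with salt. Simulations with no bacterial effect gave 0.505 ± 0.247 and 0.467 ± 0.243 (SD over 100 simulations). In shoots the correlations were 0.343 and 0.631, against 0.562 ± 0.292 and 0.392 ± 0.355 in simulations. Without the deviating library they were 0.605 and 0.636, against 0.469 ± 0.196 and 0.516 ± 0.173. All of these lay within the range of the simulations.

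The interaction of salt and bacteria tests whether the response to salt differed between plants with and without a bacterium. It gave 0 calls for bacteria I in roots (925 at an unadjusted p under 0.05), for bacteria II in roots (2563 unadjusted) and for bacteria I in shoots (870 unadjusted), where it was also 0 without the deviating library. With the covariate the root interaction of bacteria II gave 617 calls. For bacteria II in shoots there were 2 calls, and 163 without the deviating library, 8 positive and 155 negative, including both. Os03t0184100-01 had an interaction of -3.26 (SE 0.38; limma adjusted p = 0.00594). Its normalized counts were 83.7 ± 32.2 under the normal condition, 2030 ± 552 with salt, 1660 ± 217 with bacteria II and 4260 ± 413 with both (SD, n = 3). Os04t0675400-01, named after its values were seen, had an interaction of -3.14 (SE 0.42; limma adjusted p = 0.0179). Over transcripts called for salt alone, the slope of the salt response with bacteria on that without was 0.741 for bacteria I and 0.717 for bacteria II in roots. Simulations with equal responses gave 0.734 ± 0.157 and 0.74 ± 0.155 (SD). In shoots the slopes were 0.711 and 0.48, against 0.783 ± 0.169 and 0.802 ± 0.158. The slope of 0.48 was reached or undercut in 4 of 100 simulations. Without the deviating library the slopes were 0.713 and 0.478, against 0.792 ± 0.131 and 0.813 ± 0.111, and 0 of 100 simulations reached 0.478.

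Tissues were compared last. Under the normal condition 12195 of 25335 transcripts differed between shoots and roots, 5831 higher and 6364 lower in shoots. The count was 14761 without the deviating library. Os12t0569500-01 was at least 8880-fold higher in shoots, at 21500 ± 2380 normalized counts (SD, n = 3; limma adjusted p = 4.52e-11). Os06t0169001-01 had 0 reads in shoots and 70400 ± 30400 in roots (SD, n = 3), at least 14500-fold lower in shoots (limma adjusted p = 3.31e-18). The response to salt differed between tissues for 764 transcripts, and for 1892 without the deviating library. Os03t0133100-01 had a term of -10 (SE 1.76; limma adjusted p = 0.000874). Its normalized count rose in shoots from 3.95 ± 6.84 to 1940 ± 1230, and in roots it was 3.75 ± 3.35 without and 1.99 ± 1.73 with salt (SD, n = 3). Among transcripts tested in both tissues, 406 root calls and 927 shoot calls for salt shared 60 transcripts, 32 of them in the same direction, against 16.7 shared by chance.

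Root libraries also differed within their groups along one component that held 35.6% of the variance within groups. Over the 18 root libraries its score correlated with the deviation from the group mean of the share of reads in the 100 most abundant transcripts (r = 0.97, permutation p = 1e-05, adjusted p = 3e-05; Spearman's rho = 0.95, permutation p = 1e-05). The value 1e-05 is the smallest the permutations can give. All permutations of this paragraph exchanged the 18 libraries freely, although the score and the deviations were centred within groups. Their p-values may therefore be too small. Without the 2 libraries farthest from the median r was 0.96. The correlation with log10 total reads was -0.41 (permutation p = 0.0895, adjusted p = 0.0895; rho = -0.27, permutation p = 0.269), and -0.28 without the 2 farthest libraries. With the deviation of log10 total reads from the group mean, r was -0.48 (permutation p = 0.0401, adjusted p = 0.0601; rho = -0.26, permutation p = 0.295). It was 0.17 without the 2 farthest libraries, replicates 1 and 3 of salt with bacteria II, so this relation rests on them. In all 3 relations were computed.

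**Figure D4:**
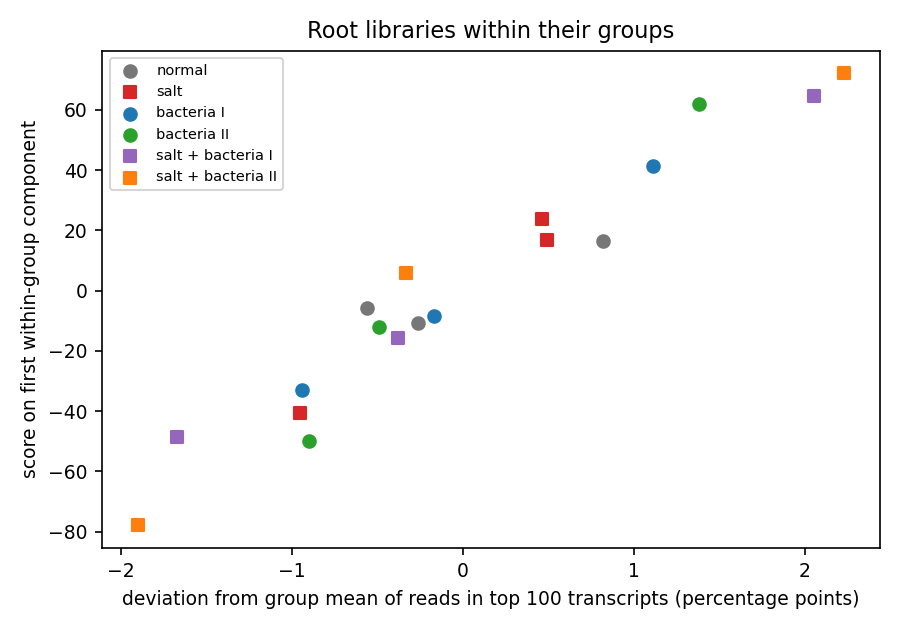
Score of each of the 18 root libraries on the first within-group component against the deviation from the group mean of the percentage of reads in the 100 most abundant transcripts (percentage points), coloured by treatment. The points follow one line, with r = 0.97.

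**Figure D5:**
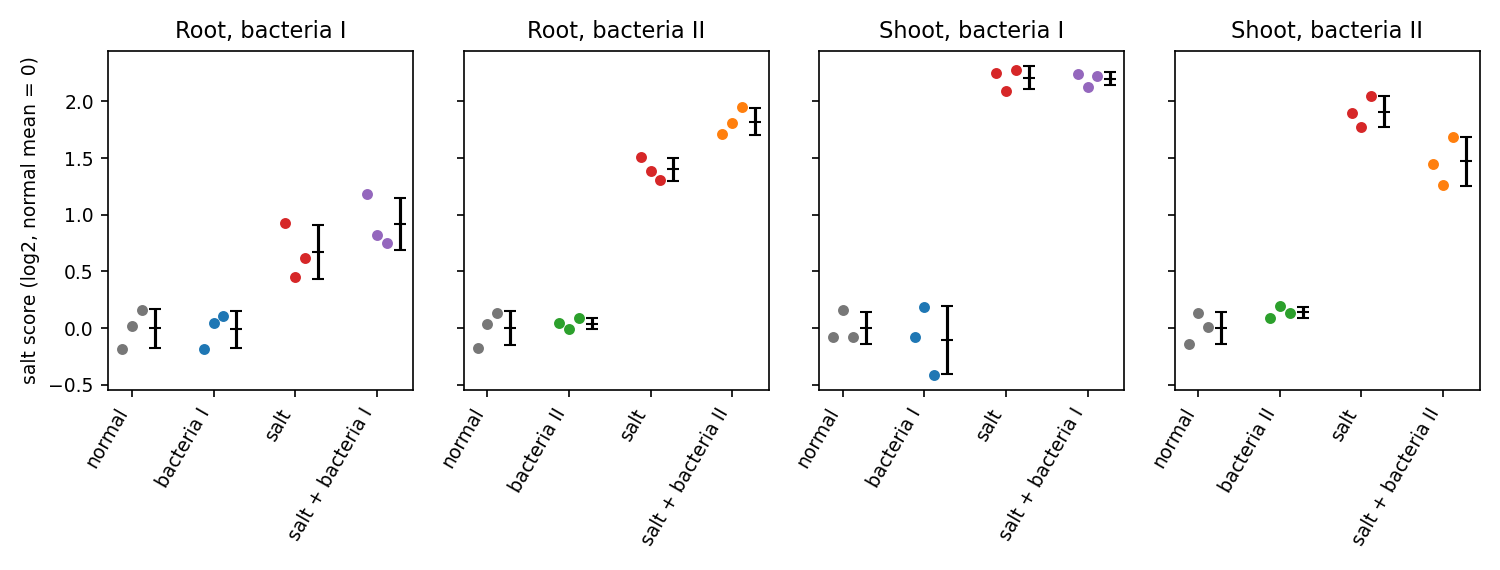
Salt score (log2, normal mean at 0) of each library in roots and shoots for each bacterium, with the mean and SD of 3 libraries beside the points. In shoots the mean was 1.91 with salt and 1.47 with salt and bacteria II.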

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

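The test of scaling, and for the interaction of salt and bacteria II the test without the deviating shoot library, were written after the result was seen. The fit with the share of the most abundant transcripts as a covariate was also added after the data were seen. So was leaving the deviating shoot library out of the salt by tissue fit. The remaining tests of this part were written before.

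The response to salt differed between roots and shoots for 764 transcripts by the interaction term. Of 100 splits that exchanged salt and normal labels within each tissue, 2 gave as many calls, the real one included. The other one exchanged every salt and normal label in one tissue, which gave 1059 calls and measures the summed response of both tissues and not a difference. Root libraries were deeper than shoot libraries. Once every library was thinned to the smallest total of 23579716 reads, 756 transcripts were called, 703 of them also called at full depth, which argues against depth as the cause. Under quantile normalization 938 were called, 728 of them among the 764, which argues against the common scaling of both tissues as the whole cause. With the share of the 100 most abundant transcripts as a covariate 892 were called, and 415 of them were among the 764. That share goes with salt in shoots, so these counts decide nothing about the cause. Without the deviating shoot library 1892 were called. That library is in none of the 4 groups compared and enters only through the shared spread, so this count decides nothing about the cause. The interaction term tests whether the response differed between the tissues as sampled. Whether that difference arose from the share of cell types in each tissue was not tested and remains open.

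The response to salt differed with bacteria II in shoots for 2 transcripts. Of 100 splits drawn with bacteria labels exchanged within each salt level, 11 gave as many calls, the real one included, so a count of 2 is not beyond what other splits of the libraries give. Without the deviating library 163 transcripts were called, including both. That library is in none of the 4 groups and acts only through the shared spread, so this count says nothing about the source of the calls. The split with the most calls, 88, exchanged all labels at one salt level and measures the summed effect of bacteria II. An effect of bacteria II on the response to salt remains open as a hypothesis. The salt score tests among the other observations bear on it.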

How the results depend on the processing

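Counts of called transcripts below are given with the value of the report in parentheses, wherever they moved by more than 1.5 times. The cause was not tested for any of them unless said. The fixed rule named 32 results, not all of which are printed above. Of the 32, 0 reversed direction under an alternative that tested them. Of these, 19 stayed past the threshold in each of the 11 or 12 alternatives, other than leaving out a replicate, that tested them, and 22 in every fit that left out 1 library and tested them. The transcripts named after their values were seen (Os09t0454500-01 and Os04t0675400-01) are not among the 32. A minimum log2 change of 1 moved no count by more than 1.5 times.

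With a pseudocount of 0.1, bacteria II against normal in roots gave 25 (14) and salt with bacteria II against salt in roots gave 22 (11). With a pseudocount of 5, salt with bacteria I against salt in roots gave 1 (2), salt with bacteria II against salt in shoots gave 53 (20) and salt by bacteria II interaction in shoots gave 4 (2). With all transcripts above 0 tested, bacteria I against normal in roots gave 0 (1), salt with bacteria I against salt in roots gave 0 (2) and salt by bacteria II interaction in shoots gave 4 (2). With a minimum mean of 50, bacteria II against normal in roots gave 25 (14) and salt with bacteria II against salt in shoots gave 52 (20). Rescaled over the fitted libraries, bacteria I against normal in roots gave 0 (1), salt with bacteria I against salt in roots gave 1 (2) and salt with bacteria II against salt in roots gave 26 (11). Under the same rescaling, salt with bacteria II against salt in shoots gave 55 (20). Under quantile normalization, bacteria I against normal in roots gave 0 (1), salt with bacteria II against salt in roots gave 28 (11) and bacteria II against normal in shoots gave 34 (20). Salt with bacteria II against salt in shoots gave 93 (20) and salt by bacteria II interaction in shoots gave 6 (2). Without a trend, bacteria I against normal in roots gave 0 (1), salt with bacteria II against salt in shoots gave 6 (20) and salt by bacteria II interaction in shoots gave 1 (2). With voom on the recovered reads, salt with bacteria I against salt in roots gave 0 (2), bacteria I against normal in shoots gave 0 (4) and salt with bacteria II against salt in shoots gave 116 (20). Bacteria I against bacteria II in shoots gave 2 (0) and salt by bacteria II interaction in shoots gave 0 (2).

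With only the groups compared in the fit, salt against normal in roots gave 1303 (466), bacteria I against normal in roots gave 5 (1) and bacteria II against normal in roots gave 31 (14). Salt with bacteria I against salt in roots gave 0 (2), salt with bacteria II against salt in roots gave 0 (11) and salt with bacteria I against bacteria I in roots gave 224 (366). In roots salt with bacteria II against bacteria II gave 155 (1924), salt against normal in shoots gave 2721 (1054) and bacteria I against normal in shoots gave 0 (4). Bacteria II against normal in shoots gave 178 (20), salt with bacteria I against salt in shoots gave 1 (0) and salt with bacteria II against salt in shoots gave 1507 (20). Salt with bacteria I against bacteria I in shoots gave 2 (1198), salt with bacteria II against bacteria II in shoots gave 2783 (269) and salt with bacteria I against salt with bacteria II in shoots gave 1 (0). Salt by bacteria II interaction in shoots gave 211 (2) and salt by tissue interaction gave 1923 (764). These fits hold fewer libraries, and shoot fits without the bacteria I group do not include the deviating library.

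With the share of the 100 most abundant transcripts as a covariate, salt against normal in roots gave 1920 (466), bacteria I against normal in roots gave 164 (1) and bacteria II against normal in roots gave 385 (14). Salt with bacteria I against salt in roots gave 7 (2), salt with bacteria II against salt in roots gave 967 (11) and salt with bacteria I against bacteria I in roots gave 1319 (366). In the same fits, salt with bacteria II against bacteria II in roots gave 2963 (1924), salt by bacteria II interaction in roots gave 617 (0) and salt against normal in shoots gave 591 (1054). Bacteria II against normal in shoots gave 36 (20), salt with bacteria II against salt in shoots gave 108 (20) and salt with bacteria I against bacteria I in shoots gave 71 (1198). Salt with bacteria II against bacteria II in shoots gave 42 (269), bacteria I against bacteria II in shoots gave 4 (0) and salt by bacteria II interaction in shoots gave 5 (2). This covariate was chosen after the root gradient was seen. In shoots its values did not overlap between libraries with and without salt. The lower counts of the salt comparisons there therefore do not show how much of the salt response remains.

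In the labels, root and shoot libraries of a treatment carry the same plant numbers. If these are the same plants, the comparisons of tissues left a pairing out. Correlations of deviations cannot settle whether they are. The deviations of same-numbered libraries correlated from -0.59 to 0.33 within tissues (median 0.02) and from -0.38 to 0.18 between root and shoot of one number (median 0), and in 0 of 18 and 0 of 6 sets were all 3 pairs over 0.1. With a replicate block, salt against normal in roots gave 270 (466), bacteria I against normal in roots gave 0 (1) and bacteria II against normal in roots gave 6 (14). Salt with bacteria I against salt in roots gave 0 (2), salt with bacteria II against salt in shoots gave 112 (20) and salt by bacteria II interaction in shoots gave 11 (2). In the fits of both tissues the block was the plant number within a treatment. There the salt by tissue interaction gave 566 (764) and shoot against root under normal condition gave 11495 (12195). These and all counts not listed for the block moved by at most 1.5 times.

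Scaling also moved the share of higher calls by over 10 percentage points in 5 cases. Quantile normalization moved it from 65.5% to 54.6% for salt with bacteria II against bacteria II in roots, from 100% to 66.7% for bacteria I in shoots, from 65% to 76.5% for bacteria II in shoots, and from 5% to 18.3% for salt with bacteria II against salt in shoots. Rescaling moved it from 36.4% to 50% for salt with bacteria II against salt in roots.

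Across the fits that each left out one replicate, salt against normal in roots gave 112 to 793, bacteria I against normal in roots gave 0 to 3, bacteria II against normal in roots gave 3 to 43 and salt with bacteria I against salt in roots gave 0 to 4. Salt with bacteria II against salt in roots gave 4 to 74, salt with bacteria I against bacteria I in roots gave 121 to 553, salt with bacteria II against bacteria II in roots gave 500 to 3531 and bacteria I against bacteria II in roots gave 0 to 1. Salt by bacteria II interaction in roots gave 0 to 1, salt against normal in shoots gave 552 to 3409, bacteria I against normal in shoots gave 1 to 9703 and bacteria II against normal in shoots gave 11 to 339. Salt with bacteria I against salt in shoots gave 0 to 2, salt with bacteria II against salt in shoots gave 4 to 917, salt with bacteria I against bacteria I in shoots gave 439 to 8649 and salt with bacteria II against bacteria II in shoots gave 69 to 1670. Bacteria I against bacteria II in shoots gave 0 to 7990, salt by bacteria II interaction in shoots gave 1 to 163, salt by tissue interaction gave 489 to 1892 and shoot against root under normal condition gave 10790 to 14761. The count stayed at 0 for salt with bacteria I against salt with bacteria II in roots, salt by bacteria I interaction in roots, salt with bacteria I against salt with bacteria II in shoots, salt by bacteria I interaction in shoots. The correlation between the effects of both bacteria ranged from 0.547 to 0.753 without salt and from 0.598 to 0.839 with salt in roots, and from 0.259 to 0.605 and from 0.554 to 0.717 in shoots. The slope of the salt response ranged from 0.609 to 0.787 with bacteria I and from 0.584 to 0.777 with bacteria II in roots, and from 0.662 to 0.739 and from 0.409 to 0.549 in shoots. The highest counts of 9703 (bacteria I against normal), 8649 (salt with bacteria I against bacteria I) and 7990 (bacteria I against bacteria II) in shoots came without replicate 2 of bacteria I, where the deviating library makes up 1 of the 2 left.

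The planned quasi-likelihood test on whole reads was not run, because the design kept it for raw counts and the deposited values are normalized. The log2 scale did not rule it out, since whole reads were recovered, and voom was run on those reads in its place. The tests of gene families and of the salt gene list were not run, because 0 loci matched the name table. Of simulated transcripts with a log2 change of 1, 16% were recovered in roots and 25.5% in shoots. Smaller changes are therefore mostly below what 3 plants per group can show. The simulated spread of the shoots left out the deviating library, so the 25.5% may be too high for the reported shoot fits.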

Other observations

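The tests of a smaller library and of the bacterial treatment below, the test of exchanged labels in roots and the relation to depth within groups were written after the values they use were seen. The first form of the salt score that was computed was also not the intended one, as said where it is given.

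The shoot library of bacteria I replicate 1 held 12500 transcripts at 0. A smaller library does not account for this, since its total of 28383853 reads lies within the range of the other 17 shoot libraries. A root library under a shoot label is argued against by its Spearman correlation of 0.604 with the root mean and 0.743 with the mean of the other shoots. The lowest value for another shoot library was 0.966. The 100 most abundant transcripts took 28.1% of its reads, within the range of 17.2% to 29.3% of the other shoot libraries. Bacteria I as the cause is argued against by replicate 2, with 6170 transcripts at 0, within the range of libraries without it. Few distinct molecules would leave the summed reads of rarer transcripts near their expectation. Instead, transcripts expected at 10 to 20 reads summed to 4.52 times their expectation, against 0.871 to 1.22 in the other shoot libraries, while 57.5% of them were at 0, against 2.03% to 11.3%. So part of these transcripts were lost and others were far higher. Of the explanations tested none accounts for the library, and its cause stays open.

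The spread among root replicates followed the share of reads in the 100 most abundant transcripts (r = 0.97). The correlation with log10 total reads was -0.41 (permutation p = 0.0895). Taken within groups, as the share was, it was -0.48 (permutation p = 0.0401, adjusted p = 0.0601) and 0.17 without the 2 farthest libraries. As said above, these permutations ignored the groups, so the p-values may be too small. A part played by depth therefore stays open. This is consistent with abundant transcripts taking a varying share of the reads. Both values come from the same libraries, and whether the share varied through sampling of the tissue, through the library preparation or through the plants was not tested.

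For salt with bacteria II against bacteria II in roots, 2 of the 10 splits of the 6 libraries gave at least 1924 calls. The other one exchanged replicate 1 of both groups and gave 3660 calls, more than the real labels. Exchanged labels are argued against by the salt score of bacteria II replicate 1, which was 0.05, while the 6 salt-treated libraries of that test lay from 1.31 to 1.95. With the share of the 100 most abundant transcripts as a covariate, the exchanged split gave 0 calls and the real one 2963. The exchanged split also parts these shares fully, at 14.2% to 17.2% on one side and 12% to 13.1% on the other. Calls could then be lost whatever their source, so the source of the 3660 stays open. The 100 most abundant transcripts held 12% to 17.2% of the reads of root libraries.

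A hypothesis was that a bacterium changes the size of the salt response. It was tested on the salt score of transcripts called in the salt comparison with the other bacterium, by exact permutation of bacteria labels within salt levels (400 relabelings, two-sided, adjusted over 4 tests). The smallest p these permutations can give is 0.005. In roots the interaction was 0.26 for bacteria I (exact permutation p = 0.305, adjusted p = 0.407) and 0.37 for bacteria II (p = 0.085, adjusted p = 0.17). In shoots it was 0.09 for bacteria I (exact permutation p = 0.745, adjusted p = 0.745). For bacteria II in shoots it was -0.58 (exact permutation p = 0.015), with an adjusted p of 0.06, which is not past the threshold. The score rose by 1.91 with salt alone and by 1.33 with salt in plants with bacteria II, and all 3 libraries of salt with bacteria II lay below all 3 of salt. An exact permutation test of 3 against 3 libraries cannot go below 0.1.

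The score for bacteria II in shoots was computed in 4 forms, and the outcome depends on the form. The one first run took the 500 transcripts with the lowest p in a fit of the 2 groups alone, which was not the intended definition. It gave -0.89 (exact permutation p = 0.005, adjusted p = 0.02). Without the deviating library, which belongs to the group the transcripts were chosen from, the intended score gave -0.57 and the score of 500 transcripts gave -1.2, each with an exact permutation p of 0.005 and an adjusted p of 0.01 over 2 tests. The intended form over all libraries is the one to weigh, and it leaves the hypothesis undecided. The direction was negative in all 4 forms. The slope of the salt response with bacteria II in shoots, from the same libraries, was 0.48, reached or undercut in 4 of 100 simulations, and 0.478 without the deviating library, reached in 0 of 100. A smaller salt response in shoots with bacteria II may deserve a test on further plants; the interaction of -0.58 does not decide it.

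Other splits of the libraries were counted for every comparison. In 3 against 3 libraries there are 10 splits, so a share under 0.05 cannot be reached. The real split alone gave as many calls (1 of 10) for salt against normal, bacteria II against normal and salt with bacteria II against salt in both tissues, for salt with bacteria I against bacteria I in both tissues, for salt with bacteria I against salt in roots, for salt with bacteria II against bacteria II in shoots and for shoots against roots. For bacteria I against normal 2 of 10 splits gave as many in each tissue. In shoots the other one parted normal replicate 1 and bacteria I replicates 1 and 3 from the rest and gave 458 calls against 4. Where the real count was 0, every split necessarily gives as many (10 of 10, or 100 of 100 for interactions), so these counts decide nothing. Other splits gave up to 15 calls for salt with bacteria I against salt with bacteria II in roots, 70 for the interaction of bacteria II in roots, 4 for that of bacteria I in roots and 496 for that of bacteria I in shoots. The splits with 70 and 4 calls exchanged all bacteria labels at one salt level and measure the summed effect of the bacterium.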
